# Targeting QRICH1 suppresses epithelial-mesenchymal transition and tumor growth in liver cancer through the Connexin43/USP1 mediated Snail1 stabilization

**DOI:** 10.7150/ijbs.133080

**Published:** 2026-06-10

**Authors:** Su-Yeon Park, Bum-Sang Shim, Bonglee Kim, Sung-Hoon Kim

**Keywords:** QRICH1, Connexin43, USP1, Snail1, gap junction intercellular communication, epithelial-mesenchymal transition

## Abstract

Although glutamine-rich protein 1 (QRICH1) has been implicated in endoplasmic reticulum stress-associated epithelial-mesenchymal transition (EMT), its mechanistic role in liver cancer progression remains unclear. QRICH1 expression was analyzed in public datasets and clinical liver cancer specimens. Gain- and loss-of-function approaches were performed to assess proliferation, migration, invasion, and EMT signaling *in vitro*, and tumorigenicity was evaluated using a xenograft mouse model. QRICH1 was significantly overexpressed in liver cancer tissues with poor clinical outcomes. QRICH1 silencing markedly suppressed cell proliferation, migration, invasion, and EMT, accompanied by decreased Snail1 and ZEB1 expression and restoration of Connexin43 (GJB1). Co-immunoprecipitation and immunofluorescence analyses demonstrated that QRICH1 physically interacted and colocalized with Snail1 and USP1. Molecular docking further supported stable binding interfaces among these proteins. Ubiquitination and cycloheximide chase assays revealed that QRICH1 enhanced Snail1 protein stability through USP1-mediated deubiquitination. Functionally, QRICH1 suppressed gap junction intercellular communication, consistent with reduced Connexin43 expression, but not Connexin26 and Connexin32. *In vivo*, QRICH1 knockdown significantly inhibited tumor growth and reduced the expression of USP1, Snail1, PCNA, VEGF, and N-cadherin, while increasing E-cadherin and Connexin43. Collectively, these findings identify QRICH1 as a key oncogenic regulator that promotes liver cancer progression by stabilizing Snail1 via USP1-dependent deubiquitination and disrupting Connexin43-mediated gap junction signaling.

## Introduction

Liver cancer, predominantly hepatocellular carcinoma (HCC), remains a leading cause of cancer-related mortality worldwide, driven by frequent recurrence, early metastasis, and limited therapeutic durability 1, 2. Although advances in surgical resection as well as targeted and immune-based therapies have improved outcomes in selected patients, the prognosis of advanced HCC continues to be unsatisfactory, highlighting a persistent unmet need to identify molecular programs that govern tumor progression 3. Among the biological processes associated with aggressive HCC behavior, epithelial-mesenchymal transition (EMT) has emerged as a highly dynamic cellular program that promotes tumor cell invasion, dissemination, stem-like properties, and resistance to chemotherapy 4. EMT is regulated by interconnected transcriptional networks involving factors such as Snail1, ZEB1, and Twist, which repress epithelial markers including E-cadherin while activating mesenchymal gene expression, such as N-cadherin and vimentin 5.

Among these regulators, Snail1 is considered one of the most potent EMT-inducing transcription factors and is subject to stringent control by intracellular signaling cascades and the ubiquitin-proteasome system (UPS) 6. Deubiquitinating enzymes (DUBs), particularly ubiquitin-specific protease 1 (USP1), have been reported to stabilize Snail1 by counteracting its proteasomal degradation, thereby sustaining EMT programs and malignant progression 7, 8. In parallel, among 21 Connexin family members 9, Connexin43 (Cx43), a principal component of gap junction intercellular communication (GJIC), exerts multifaceted and context-dependent roles in tumor biology 10. While intact Cx43-mediated GJIC is generally associated with tumor-suppressive functions 11, aberrant expression or dysfunction of Cx43 has been linked to disrupted cell-cell communication, EMT activation, and metastatic behavior in multiple cancer types, including HCC 8, 12.

Glutamine-rich protein 1 (QRICH1) has been identified as a transcriptional regulator associated with the caspase recruitment domain (CARD) 13, and is known to participate in endoplasmic reticulum (ER) stress responses 14. QRICH1 has also been implicated in cellular survival pathways, including ATF6 signaling, 15, as well as in immune-related processes such as T-cell apoptosis 16, 17. Recent studies suggest that QRICH1 may influence EMT-related programs; however, its biological functions and mechanistic roles in liver cancer remain largely undefined. In particular, whether QRICH1 contributes to EMT regulation through modulation of Snail1 stability, USP1 activity, Connexin43 expression, or GJIC has not yet been explored.

Despite the well-established importance of EMT in driving metastasis 5, 18, the upstream regulatory networks controlling EMT-inducing transcription factors in liver cancer are still incompletely understood. Snail1 functions as a master regulator of EMT, and its protein stability is tightly governed by ubiquitin-dependent proteolysis 19. Nevertheless, the molecular determinants that coordinate Snail1 turnover and its interaction with deubiquitinases such as USP1 in HCC remain poorly characterized.

Accumulating evidence reveals that connexins can function as tumor suppressors by maintaining gap junctional intercellular communication and inhibiting proliferation, while in certain contexts they may also facilitate tumor progression depending on cellular context and microenvironmental cues 20, 21. Although Connexin43 is frequently downregulated in colorectal and breast cancers 11, 22, the mechanistic links between EMT transcriptional regulators and GJIC dysregulation in liver cancer have yet to be elucidated.

Therefore, this study aimed to characterize the expression pattern of QRICH1 in liver cancer tissues and cell lines, elucidate its functional and mechanistic roles in EMT regulation, and determine whether QRICH1 modulates the Connexin43-Snail1 and USP1-Snail1 signaling axes in both *in vitro* liver cancer models and *in vivo* xenograft system.

## Materials and Methods

### Cell lines and cell culture

The liver cancer cell lines Huh7, SK-Hep-1, HepG2, SNU-449 and human embryonic kidney cell line HEK293 were obtained from the Korean Cell Line Bank (KCLB, Seoul, Korea). Huh7 and SNU-449 cells were cultured in RPMI 1640 medium (Welgene, Gyeongsan, Korea) with 10 % fetal bovine serum (FBS) and 1 % antibiotic solution (100 units/ml penicillin and 100 µg/ml streptomycin). SK-Hep-1 cells were cultured in Dulbecco's Modified Eagle's Medium (DMEM) (Welgene, Gyeongsan, Korea) with 10 % fetal bovine serum (FBS) and 1 % antibiotic solution (100 units/ml penicillin and 100 µg/ml streptomycin). HepG2 and HEK293 cells were cultured in Minimum Essential Medium (MEM) (Welgene, Gyeongsan, Korea) with 10 % fetal bovine serum (FBS) and 1 % antibiotic solution (100 units/ml penicillin and 100 µg/ml streptomycin). All cells were maintained at 37 °C in an atmosphere of 5% CO_2_ and were determined to be mycoplasma-free free of mycoplasma contamination.

### TCGA data analysis and Kaplan-Meier survival rates

QRICH1 mRNA expression was analyzed by using human liver cancer clinical data from the Cancer Genome Atlas (TCGA) by using R studio program (MA, USA). Also, the rates of disease-free survival (DFS) and overall survival (OS) were determined from survival plot databases using the Kaplan-Meier method 23.

### cDNA microarray measurement and data analysis

As previously described 24, Total RNAs were isolated from Huh7 cells transfected with the siRNA -Control or siRNA-QRICH1 for 48 h by using Trizol and RNA quality was determined by RNA 6000 Nano Chip (Agilent Technologies, NH, Netherlands). For control and test RNAs, the construction of library was performed using QuantaSeq 3' mRNA-Seq Library Prep kit (Lexogen, Vienna, Austria) according to the manufacturer's protocol. In brief, 500 ng total RNAs were subjected to reverse transcription and then the mRNA expression profiling and gene classification were analyzed based on DAVID program and Medline databases. All experiments were conducted by e-Biogen Corporation (Seoul, Korea). The mRNA-sequencing data used in this study (GSE315229) are available from the NCBI public repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE315229).

### Tissue microarray and immunohistochemistry

The human liver tumor tissue microarray (LV243) purchased from Biomax (MD, USA). As previously described 25, mouse tumors were fixed with 4% paraformaldehyde, dehydrated, embedded in paraffin and sectioned by 5 μm. Subsequently, the tumor sections were deparaffinized, rehydrated, and subjected to antigen retrieval in citrate buffer (pH 6.0). The sections were blocked with 1% BSA and 3% H₂O₂ in PBS for 1 h at room temperature, followed by overnight incubation with anti-QRICH1 (1:200) (# PA5-58052, Thermo Fisher Scientific, MA, USA), USP1 (1:300, 14346-1-AP, Proteintech, IL, USA), Snail1 (1:1000, sc-271977, Santa Cruz, TX, USA), PCNA (1:1000, sc-56, Santa Cruz, TX, USA), VEGF (1:500, sc-152, Santa Cruz, TX, USA), E-Cadherin (1:400, 3195s, Cell Signaling Technology, MA, USA) and N-Cadherin (1:200, #13116s, CST, MA, USA) at 4 °C. After washing with PBS, the sections were incubated with secondary antibody at room temperature for 1 h and developed using 3, 3-diaminobenzidine (DAB) solution. Finally, the images of slides were captured using a Leica SCN400 (Leica, Hesse, Germany). To evaluate staining intensity, the intensity score was categorized into four grades: 0, no staining; 1, weak staining; 2, moderate staining; and 3, strong staining. The H-score was calculated for each sample using ImageJ software with the following formula: H-score = (1 × % of weakly stained cells) + (2 × % of moderately stained cells) + (3 × % of strongly stained cells).

### Small interfering RNA (siRNA) and plasmid transfection

To induce transient knockdown, Huh7, SK-Hep-1 cells were seeded in 6-well plates and cultured overnight to reach 60% confluence, then transfected with untreated control siRNA or QRICH1 siRNA or USP1 siRNA using INTERFERin® (Polyplus, Bas-Rhin, France) for 48 h. All siRNA obtained from Bioneer (Daejeon, Korea) and siRNA transfection was performed according to the manufacturer's protocol. Expression plasmids for QRICH1 (Cat. No. HG26269-CF) and USP1 (Cat. No. HG20115-CM) were purchased from Sino Biological (China). Snail1 (Cat. No. #16218), HA-Ubiquitin (Cat. No. #18712), various ubiquitin mutants (WT, K6, K11, K27, K29, K33, K48 and K63) were acquired from Addgene (MA, USA). Cells for expression were transfected with plasmid using TurboFect™ (Thermo Fisher Scientific, MA, USA) for 48 h according to manufacturer's instructions.

### Cell viability assay

To perform the cell viability assay, cells were transfected with the specific siRNA and then seeded in 96-well plates at a density of 2 × 104 cells per well in 200 µl of medium. After 24 h, 48 h and 72 h, the plates were treated with 20 μl of 1 mg/ml 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) solution (Merck KGaA, Germany) and incubated at 37 ℃ for 3 h. The supernatant was carefully aspirated, and 100 μl of DMSO (Ducksan, Korea) was added to each well. The optical density was measured at 570 nm using a microplate spectrophotometer (Bio-rad, CA, USA).

### Colony formation assay

As previously described 26, Huh7 and SK-Hep-1 cells treated with siRNA were seeded in 6-well plates at a density of 1000 cells per well in 2 ml medium containing 10 % FBS. The culture medium was changed every three days. After two weeks of culture at 37 ℃ with 5 % CO, the cells were fixed and stained with Diff-Quik solution kit (Sysmex, Kobe, Japan). The wells were washed three times with PBS, dried, and images were captured. The number of individual colonies was then counted. For overexpression studies, SNU-449 and HEK293 cells were transfected with QRICH1 vector for colony formation assay.

### Wound healing assay

As previously described 27, Huh7, SK-Hep-1, SNU-449 and Hek293 cells transfected with siRNA or overexpression vector were seeded in 6-well plates and allowed to reach approximately 100% confluence. A 200 µl pipette tip was used to create a scratch in the monolayer. Images of the scratched area were captured at the same location at 0, 24, and 48 h using a microscope. And then the migratory activity of the cells was assessed.

### Immunofluorescence

As previously described 28, Huh7 and SK-Hep-1 cells grown to 4-well plates were fixed using a 4% formaldehyde solution, followed by permeabilization using 0.25% Triton X-100. Subsequently, the cells were blocked with 3% BSA in PBS for 1 h at room temperature. The cells were then probed with the primary antibodies of QRICH1 (1 μg; #PA5-58052, Thermo Fisher Scientific, MA, USA), Snail1 (1:500; sc-271977, Santa Cruz, TX, USA) and Connexin43 (1:50; #3512, CST, MA, USA) at 4℃ overnight. And then the cells were exposure to secondary antibodies of Alexa 488 Goat-anti-rabbit (1:1000; A11008, Thermo Fisher Scientific, MA, USA) and Alexa 546 Goat-anti-mouse (1:500; A11003, Thermo Fisher Scientific, MA, USA) for 2 h at room temperature. F-actin staining was performed using a dye from Thermo Fisher Scientific (Cat. A12379) following the manufacturer's instructions. The cells were stained with DAPI (10 μg; Sigma-Aldrich, MO, USA), mounted in mounting medium (Vector Laboratories, CA, USA) and captured images using FLUOVIEW FV10i confocal microscope (Olympus, Tokyo, Japan).

### Western blotting

As previously described 29, whole-cell lysates were isolated using RIPA lysis and extraction buffer (Thermo Fisher Scientific, MA, USA) supplemented with protease inhibitor (Sigma-Aldrich, MO, USA) and phosphatase inhibitor cocktail (Sigma-Aldrich, St. Louis, MO, USA). Subsequently, proteins from the lysates were quantified using a DC protein assay kit (Bio-Rad, CA, USA). Protein samples were boiled, and equal amounts of protein (15 μg per lane) were loaded onto an SDS-PAGE gel and transferred onto a nitrocellulose membrane (GE healthcare, MA, USA). The membranes were blocked with Smart-Block™ 5 min-Fast Blocking Buffer (BWB-0500, Biomax, Guri, Korea) for 5 min at room temperature, followed by overnight incubation at 4°C with the following primary antibodies: QRICH1 (ab241574; Abcam, Cambridge, UK), USP1 (#8033; CST, MA, USA), Snail1 (#3879; CST, MA, USA), E-cadherin (#3195; CST, MA, USA0, N-cadherin (#13116; CST, MA, USA), VEGF (SC-152; Santa Cruz, TX, USA), ZEB1 (#3396; CST, MA, USA), Ubiquitin (#20326; CST, MA, USA), ZO-1 (#8193; CST, MA, USA), Connexin43 (#3512; CST, MA, USA), Connexin32 (SC-59948; Santa Cruz, TX, USA), Connexin26 (SC-293223; Santa Cruz, TX, USA), cGAS (#15102; CST, MA, USA), Flag-tag (sc-166355; Santa Cruz, TX, USA), Myc-tag (#2276; CST, MA, USA), HA-tag (sc-7392; Santa Cruz, TX, USA) and β-actin (A1978; Sigma-Aldrich, MO, USA). And then the membranes were washed three times with TBST for 10 min, and incubated with horseradish peroxidase (HRP)-conjugated secondary goat anti-mouse IgGκ (sc-516102; Santa Cruz, TX, USA) or goat anti-rabbit IgG (#7074; CST, MA, USA) antibodies. The membranes were exposed to enhanced chemiluminescence (ECL) Western blotting detection reagent and were detected using the Amersham Imager 600 (Cytiva, BW, Germany).

### RNA isolation and Quantitative Real-time PCR (qRT-PCR)

As previously described 30, total RNA was extracted from cells transfected with various siRNA or QRICH1 plasmid using QIAzol (Qiagen, MD, USA). 2 ug of the total RNA samples were synthesized to complementary cDNA with oligo dT (Bioneer, Daejeon, Korea), dNTP (Takara, Kyoto, Japan) and M-MLV-Reverse transcriptase (Enzynomics, Daejeon, Korea). Quantitative real-time PCR (qRT-PCR) were performed using a Light cycler TM (Roche, Basel, Swiss) according to manufacturer's protocol. All primers were synthesized by Bioneer (Daejeon, Korea) and their sequences were as follows:

QRICH1 F: 5'-CACCAGTGTTCAGCCACAAACC-3',

QRICH1 R: 5'-GGTTGCTCAGTAGGCTGGTGAA-3',

SNAI1 F: 5'-TGCCCTCAAGATGCACATCCGA-3',

SNAI1 R: 5'-GGGACAGGAGAAGGGCTTCTC-3',

USP1 F: 5'-GCTCTAAAGGATGAAGCCAATCAA-3',

USP1 R: 5'-ACTAGCCTGGAGCTGTTCAACC-3',

GAPDH F: 5'-GTCTCCTCTGACTTCAACAGCG-3',

GAPDH R: 5'-ACCACCCTGTTGCTGTAGCCAA- 3'

The expression levels of QRICH1, SNAI1 and USP1 were determined using the 2-ΔΔCt method and normalized to the housekeeping gene GAPDH.

### Scrape loading/dye transfer assay

As previously described 31, to measure gap junction activity, Huh7 and SK-Hep-1 cells were grown in a four-well plate to approximately 100% confluence. The cells were washed three times with PBS, and a mixture of 1% Lucifer yellow (L0144; Sigma-Aldrich, MO, USA) was applied to the plates. Scratches were made on the plates by scoring to facilitate dye entry. Following a brief incubation, cells were washed with PBS and fixed with 3.5% paraformaldehyde for 10 minutes. The plates were sealed and visualized using FV10i confocal microscope (Olympus, Tokyo, Japan). And then the distance between the designated cut and the dye transfer was measured. This distance reflects cell activity, indicating that the dye passed to the neighboring cells.

### Protein half-life assay

As previously described 32, The cells that were transfected with the control siRNA or QRICH1 siRNA for 48 h were subjected to treatment with 50 μg/ml of Cycloheximide (CHX) (Merck, Darmstadt, Germany), an inhibitor of protein synthesis, for the indicated times prior to being collected and protein stability was assessed by Western blotting.

### Co-Immunoprecipitation (Co-IP)

As previously described 33, for co-immunoprecipitation (co-IP), 300 μg whole cell lysates from indicated cells were incubated with antibodies against QRICH1, USP1, Snail1, or Flag-tag at 4 °C overnight. The following day, 15 μl protein A/G agarose beads (sc-2003, Santa Cruz, TX, USA) were added to the antibody-lysate mixtures and incubated for an additional 2 h at 4 °C with gentle rotation. The resulting immunoprecipitates were washed three times with lysis buffer and analyze by SDS-PAGE and immunoblotting.

### Ubiquitination assay

As previously described 34, HEK293 cells were cotransfected with various HA-ubiquitin and the indicated gene overexpression plasmids. 48 h after transfection, 20 μl of 20 μM MG132 (474787; Sigma-Aldrich, MO, USA) was added to the plates for 4 h prior to harvesting. Whole-cell lysates were subjected to IP assays with indicated antibodies and immunoblotted.

### Lentivirus infection and stable cell line establishment

As previously described 35, to achieve stable knockdown, HEK293 cells were seeded onto culture plates the day before transfection. Lentiviral particles expressing QRICH1 shRNA (5'-TTTGGAAGCAGAAGTTCTG-3') or control shRNA purchased from GipZ (horizon discovery, UK) were transfected in HEK293 cells. Lentivirus supernatants collected from HEK293 cells were utilized to infect Huh7 cells, followed by selection in the presence of puromycin (100 μg/ml) for 2 weeks. Knockdown efficiency of QRICH1 was confirmed by qRT-PCR and western blotting.

### Animals

Five-week-old male athymic BALB/c nude mice supplied from JABIO (Suwon, Korea) were given to food and water *ad libitum*. They were housed four per cage with air-filtered lids under pathogen-limiting and controlled conditions at 22 ± 3˚C, with 50 ± 20% relative humidity and light set at 12 h/day (light on at 07:00). The condition of the mice was checked daily, and a humane endpoint was defined as a weight loss of more than 15% or a tumor volume of more than 1500 mm³. We also determined to stop the experiment if the mice developed severe ulceration or inflammation. All researchers have received special training on how to alleviate pain or fear in animals.

### Xenograft tumor model

Animal study was executed based on the protocol approved by Institutional Animal Care and Use Committee, Kyung Hee University (IACUC number: KHSASP-25-225). Huh7 cells were infected with control shRNA or QRICH1 shRNA. Once the cells were collected, 2 × 10⁶ cells suspended in 100 μl PBS were subcutaneously injected into the right flank of five-week- old male athymic BALB/c nude mice. The mice were monitored every day. After thirty days, the mice were sacrificed, and the tumors were excised and weighted. The tumor volume was determined as follows: volume = (length × width2) / 2. IHC was performed on the tumor tissues with antibodies of QRICH1, USP1, Snail1, PCNA, VEGF, E-cadherin and N-cadherin.

### Statistical analysis

The data in all graphs was analyzed by using GraphPad Prism software (Version 8.0.2, California, USA). All experiments were performed in triplicates and expressed as means ± standard deviation (SD). Statistical significance is determined using GraphPad Prism software, applying 1-way ANOVA with Dunnett's post-test for multiple comparisons. Student's t-test (unpaired, two-tailed) was used for two group comparisons. The P value of <0.05 is considered significant between groups.

## Results

### QRICH1 overexpression predicts poor prognosis in liver cancer patients, endogenous expression level in liver cancer cell lines and overexpression in liver cancer tissues

*QRICH1* expression was significantly elevated in liver cancer patients according to TCGA-based bioinformatics analysis (Fig. 1A). Kaplan-Meier survival analysis further demonstrated that patients with high QRICH1 expression exhibited significantly poorer overall survival (OS) and Disease-Free Survival (DFS) (Fig. 1B), suggesting that QRICH1 upregulation is clinically relevant and potentially associated with a malignant tumor phenotype. Consistently, endogenous *QRICH1* levels were found to be substantially higher in the liver cancer cell lines Huh7 and SK-Hep-1 compared to normal hepatic cells, as confirmed at both the mRNA level (Fig. 1C) and protein level (Fig. 1D). These findings indicate that QRICH1 overexpression is not only observed in patient samples but is also maintained in hepatocellular carcinoma cell models. In addition, tissue array revealed stronger QRICH1 staining intensity compared to adjacent normal liver tissues (Fig. 1E), further validating that QRICH1 is consistently upregulated in tumor tissues. Together, these results strongly support the notion that QRICH1 is aberrantly overexpressed in liver cancer and may contribute to tumor progression.

### QRICH1 depletion reduced proliferation, migration in Huh7 and SK-Hep-1 cells

To explore the effects of QRICH1 depletion on the proliferation and migration of Huh7 and SK-Hep-1 cells, colony formation and wound healing assays were conducted in Huh7 and SK-Hep-1 cells transfected with siCon or QRICH1 siRNA plasmid. QRICH1 depletion was confirmed in Huh7 and SK-Hep-1 cells at mRNA (Fig. 2A) and protein (Fig. 2B) levels. Although QRICH1 depletion weakly attenuated the viability of Huh7 and SK-Hep-1 cells compared with untreated control (Fig. 2C), it markedly reduced the colony-forming capacity of both cell lines (Fig. 2D), indicating an essential role for QRICH1 in sustaining long-term proliferative potential. Also, wound-healing assays demonstrated that QRICH1 depletion significantly impaired the migratory and proliferative abilities of Huh7 and SK-Hep-1 cells (Fig. 2E). These findings suggest that QRICH1 promotes the proliferation and migration of liver cancer cells.

### Differentially expressed gene profiling in QRICH1-depleted Huh7 cells and close association between QRICH1 and Snail1

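RNA was sequenced from Huh7 cells, an established hepatocellular carcinoma line, 48 h after transfection with a control siRNA (siControl) or with an siRNA against QRICH1 (siQRICH1), with 1 library per condition. QRICH1, the target of the siRNA, had 104 counts in siControl and 52 in siQRICH1, a ratio of 0.648 with a 95% counting interval of 0.455 to 0.912. The gene lies on chromosome 3 of GRCh38 from 49029707 to 49094373. The siControl library held 3664866 counts and the siQRICH1 library 2734206, and mitochondrial genes took 19.0% and 19.5% of them. The deposited table lists 43424 genes, with raw counts, the authors' normalized log2 values and their fold change, which is a ratio of CPM (counts scaled to library size) plus 1. The submitters' processing notes name HISAT2, featureCounts and GRCh38. The paper's methods name a QuantaSeq 3' mRNA-Seq kit and INTERFERin, while the sample labels name a TruSeq Stranded mRNA kit and Lipofectamine RNAiMAX. Here the raw counts were scaled by TMM-normalized library size, and each ratio is siQRICH1 over siControl, with an exact Clopper-Pearson interval from the 2 counts that covers counting error only. A gene was called higher or lower when the mean of its 2 counts was at least 10, the ratio was at least 1.5 in either direction and the interval excluded 1. QRICH1 itself was called lower by this rule with TMM. Its ratio of 0.648 is close to the limit of 0.667 for a lower gene, and the call changed with the scaling. With scaling by the total count or by the upper quartile the ratio was above this limit, so QRICH1 was not called. With the median of ratios of DESeq2 it stayed below the limit. The paper also reports lower QRICH1 mRNA and protein in Huh7 cells from other assays. With 1 library per condition, no difference has a replicate check and no test between the conditions was made.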

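Of 11910 genes with a mean count of at least 10, 909 were higher and 1591 lower in QRICH1-depleted cells, and 9410 were neither. In 100 draws with no changed gene, counting error alone gave a median of 98 higher and 102 lower genes. These draws hold no spread between cultures or libraries, so the excess over them does not measure an effect of the siRNA. After a correction for the GC content of the 3' UTR, 625 of the 909 higher and 1351 of the 1591 lower genes were still called. The GC trend was taken over 10714 genes. Called genes without a 3' UTR sequence were left uncorrected, so they kept their call and are counted among those still called. Among the 7644 genes with a mean count of at least 50, 61 were lower by 3 times or more and 0 were higher by 3 times or more. With scaling by CPM 59 were lower and 3 higher by as much, and with scaling by the upper quartile 51 and 4. The lowest of these ratios was that of THAP2, which encodes a protein with a DNA-binding THAP domain, with 1278 counts in siControl and 72 in siQRICH1 and a ratio of 0.0730 (0.0568 to 0.0926); it lies on chromosome 12 of GRCh38 from 71664301 to 71680644. SDHC, a subunit of succinate dehydrogenase, had a ratio of 0.139 (0.0962 to 0.195), and TMSB4X, which encodes the actin-binding peptide thymosin beta 4, one of 0.143 (0.102 to 0.196). Both genes have processed pseudogenes with which they can share reads. ESRRA, a nuclear receptor of mitochondrial metabolism, had a ratio of 0.185 (0.114 to 0.288). Its span overlaps TRMT112 on the opposite strand, which had 862 counts in siControl and 541 in siQRICH1. The other 6 of the 10 smallest ratios, those of C1orf174, GTPBP2, ECHDC3, ZDHHC8, PKDCC and C5orf15, lay between 0.113 and 0.188. The span of GTPBP2 overlaps MAD2L1BP, POLH and POLR1C on the opposite strand. Among genes with a mean count of at least 50, the highest ratio was that of KYAT1, a kynurenine aminotransferase on chromosome 9 of GRCh38 from 128832942 to 128882523, with 35 counts in siControl and 80 in siQRICH1 and a ratio of 2.96 (1.97 to 4.54); its span overlaps an annotated readthrough transcript on the same strand. PDE9A, a cyclic GMP phosphodiesterase, had a ratio of 2.92 (1.98 to 4.38), the lysosomal membrane gene CLN3 one of 2.91 (2.29 to 3.72), and RFNG, a glycosyltransferase acting on Notch, one of 2.89 (2.25 to 3.74). On the opposite strand, KYAT1 also overlaps LRRC8A (366 counts in siControl, 216 in siQRICH1) and RFNG overlaps GPS1 (127 and 141). The balance of the calls depended on the scaling. Of all calls, 63.6% were lower with TMM and 49.4% with scaling by the upper quartile.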

As shown in Fig. 3A, there were upregulated (pink) and downregulated (blue) gene profiles in QRICH1-depleted Huh7 cells. The signaling pathways were shown in ubiquitination (3.06%), cell migration (2.78%), angiogenesis (2.75%), EMT (2.27%) and proliferation (2.20%) (Fig. 3B). 

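Gene lists fixed before the deposited counts were examined were used to describe these functions. The paper does not give the genes or thresholds behind its percentages, so the percentages could not be recomputed and these lists do not check them. Table 1 had been seen by then, and its genes CCN1 and CDKN1A are members of the angiogenesis and p53 lists. Of 44 measured genes of S phase and DNA replication, 17 were lower in QRICH1-depleted Huh7 cells and 1 was higher. MCM6, a subunit of the replicative helicase, had a ratio of 0.320 (0.189 to 0.521), and RFC4, a subunit of the clamp loader, one of 0.390 (0.267 to 0.559). The list's median log2 ratio was -0.54, at percentile 0 among 10000 random lists of the same size matched on mean expression, and -0.31 over its 29 members with a mean count of at least 50. Of 45 genes of G2 and mitosis, 10 were lower and 0 were higher, with a median of -0.33 at percentile 0.020. FOXM1, a transcription factor of mitotic genes, had a ratio of 0.350 (0.254 to 0.475), and PTTG1, the securin gene, one of 1.29 (1.15 to 1.45). Lower medians were not particular to these lists: 24 housekeeping genes had a median of -0.28 at percentile 0.86, with 4 lower and 1 higher, and 60 cytosolic ribosomal protein genes one of -0.38 at percentile 0. Of 54 E2 and E3 ubiquitin enzymes, 3 were higher and 7 lower (median -0.14, percentile 8.81), among them UBE2T, the E2 enzyme of the Fanconi anemia pathway, with a ratio of 0.288 (0.177 to 0.451), and UBE2M, an E2 enzyme of NEDD8, with 1.65 (1.23 to 2.22). Of 31 proteasome subunits, 1 was higher and 6 were lower (median -0.14, percentile 11.0). For migration, 5 of 30 mesenchymal and invasion genes were higher and 3 lower (median 0.10, percentile 93.0), and 4 of 31 extracellular matrix genes were higher and 3 lower (median 0.00, percentile 70.2). The fibrillin gene FBN1 had a ratio of 1.75 (1.16 to 2.66). Of 30 angiogenesis genes, 5 were higher and 6 lower (median -0.13, percentile 24.3), with ANG, which encodes angiogenin, at 1.80 (1.37 to 2.37) and SERPINF1, which encodes an inhibitor of angiogenesis, at 0.425 (0.353 to 0.510). Of 30 epithelial junction and keratin genes, 3 were higher and 3 lower (median -0.19, percentile 9.55), with EPCAM at 1.77 (1.29 to 2.44) and the tight junction gene CGN at 0.442 (0.282 to 0.676). Of 29 p53 targets, 3 were higher and 7 lower (median -0.19, percentile 10.4). The percentiles describe these 2 libraries and test nothing between the conditions.

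**Figure D1:**
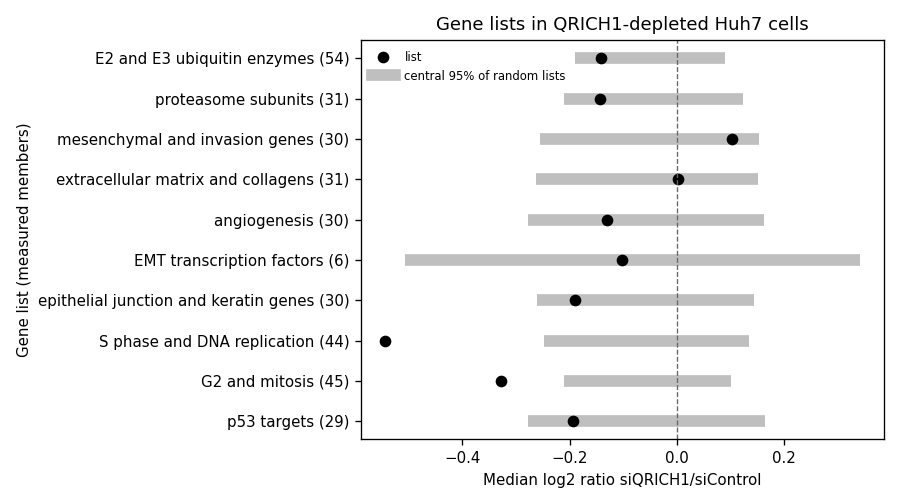
Median log2 ratio siQRICH1/siControl (horizontal axis) of 10 gene lists, with the number of measured members in parentheses; points are the lists and grey bars the central 95% of 10000 random lists matched on expression. The lists of S phase (-0.54) and of G2 and mitosis (-0.33) lie left of their bars, and the other lists drawn lie within theirs. Lists not drawn also lay outside such ranges, among them cytosolic ribosomal protein genes (-0.38) below and hepatocyte secreted proteins (0.21) above. With no count minimum the epithelial list left its range (percentile 0.94). After the correction for GC content the proteasome list left its own (percentile 1.24).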

In order, downregulated genes are *SNAI1*, *F3*, *L1CAM*, *HOXA3*, *CCN1*, *HAS2*, *PAPLN*, *NCKAP1*, *MMP9*, *EGF* and *ZEB1*, while upregulated genes are *CYP7B1*, *PTPRB*, *COL24A1*, *RNF43*, *SH2D2A*, *CDKN1A*, *SEMA3F*, *CDH13*, *KANK1*, *NF1* and *GJB1* (Fig. 3C, Table 1). 

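All 22 genes of Table 1 lay on the side of 1 that the paper gives, and 10 of them passed the rule for a higher or lower gene. The paper chose these genes on the same 2 libraries, so the tally is not independent evidence. CCN1, a matricellular protein gene and target of YAP, had 914 counts in siControl and 272 in siQRICH1, a ratio of 0.386 (0.336 to 0.442). F3, the gene of tissue factor, had a ratio of 0.236 (0.0590 to 0.694), the adhesion molecule gene L1CAM one of 0.216 (0.0408 to 0.740), the homeobox gene HOXA3 one of 0.332 (0.154 to 0.654), PAPLN one of 0.401 (0.198 to 0.762) and NCKAP1, a subunit of the actin-regulating WAVE complex, one of 0.639 (0.499 to 0.813). F3 and L1CAM rest on 4 and 3 counts in siQRICH1. Among the higher genes, CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, had 194 counts in siControl and 269 in siQRICH1, a ratio of 1.80 (1.49 to 2.17). SH2D2A had a ratio of 1.91 (1.37 to 2.69), the phosphatase gene PTPRB one of 2.74 (1.18 to 6.87) and KANK1, a regulator of actin, one of 1.57 (1.07 to 2.30). NF1, the neurofibromin gene, was under 1.5 at 1.45 (1.23 to 1.70). The intervals included 1 for ZEB1 at 0.856 (0.716 to 1.02), for CDH13 at 1.68 (0.683 to 4.29) and for GJB1 at 1.24 (0.659 to 2.33). The remaining 8 genes had a mean count under 10. Of these, the interval excluded 1 for SNAI1 and for CYP7B1, a hydroxylase of bile acid synthesis, with 4 counts in siControl and 11 in siQRICH1. It included 1 for COL24A1, RNF43, HAS2 and EGF, and SEMA3F and MMP9 had at most 3 counts in each library, from which no ratio is given. In its Discussion, the paper proposes from the lower values of these EMT genes that QRICH1 acts upstream of EMT signaling.

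**Figure D2:**
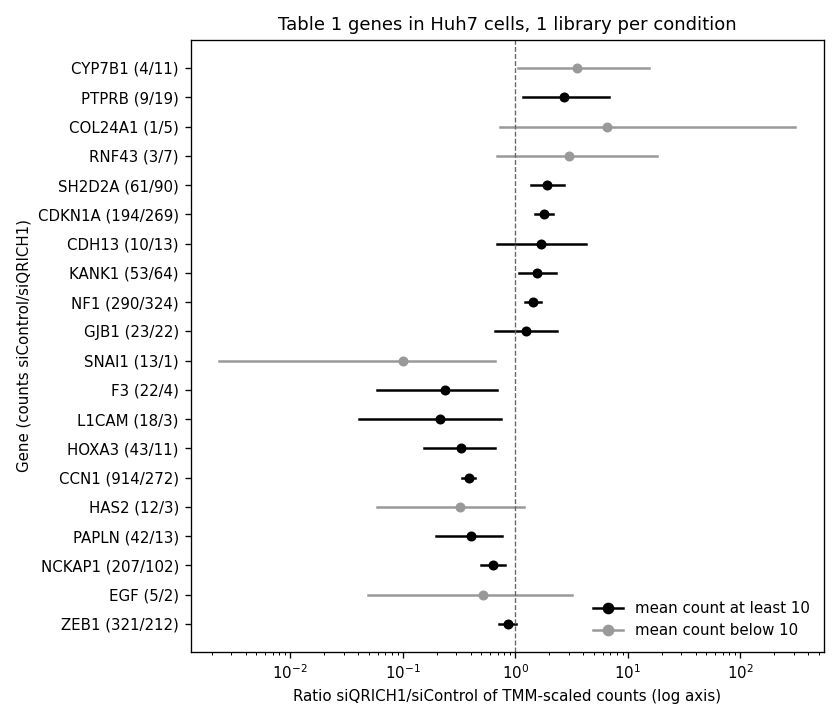
Ratio siQRICH1/siControl (log axis) of 20 genes of Table 1, with the 2 raw counts beside each symbol; points are ratios, lines the 95% counting intervals, and grey marks genes with a mean count under 10. The interval of CCN1 is narrow, at 0.336 to 0.442, and that of SNAI1 is wide, from 0.00235 to 0.664.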

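SNAI1 encodes Snail1, a zinc finger transcription factor that represses epithelial genes such as CDH1, and lies on chromosome 20 of GRCh38 from 49982980 to 49988886. Its ratio of 0.0997 rests on 13 counts in the siControl library of Huh7 cells and 1 count in the siQRICH1 library. The counting interval excludes 1, but the mean count of 7 is below the minimum of 10 set for a call. SNAI1 expression in SK-Hep-1 cells was not analysed here.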

As shown in NGS data, QRICH1 depletion reduced the expression of *SNAI1* at mRNA (Fig. 3D) and protein (Fig. 3E) levels in Huh7 and SK-Hep-1 cells, though there was no evidence between QRICH1 and Snail1 by String database (Fig. 3F). Consistently, molecular docking analysis revealed a strong interaction between QRICH1 and the transcription factor Snail1, with a docking score of -273.12 kcal/mol (Table 2), suggesting a high binding affinity (Fig. 3G). Furthermore, QRICH1 was colocalized with Snail1 (Fig. 3H), and immunoprecipitation assays confirmed that QRICH1 directly binds to Snail1 in Huh7 and SK-Hep-1 cells (Fig. 3I). Collectively, the data support QRICH1 as a direct regulator of Snail1 expression.

### QRICH1 induces Snail1 protein stability in Huh7 and SK-Hep-1 cells

To examine whether QRICH1 regulates Snail1 protein stability, cycloheximide (CHX) chase assay was performed in Huh7 and SK-Hep-1 cells. Following CHX treatment, Snail1 protein levels markedly declined in QRICH1-depleted Huh7 and SK-Hep-1 cells compared with control cells (Fig. 4A, B). In contrast, control cells maintained relatively stable Snail1 protein levels over the same time course, indicating that QRICH1 contributes to Snail1 protein maintenance. To determine whether this effect was mediated through proteasomal degradation, cells were treated with MG132, a selective proteasome inhibitor. MG132 treatment led to a pronounced accumulation of Snail1 protein; however, this effect was substantially attenuated in QRICH1-depleted Huh7 (Fig. 4C) and SK-Hep-1 cells (Fig. 4D). These findings suggest that QRICH1 promotes Snail1 protein stability by limiting proteasome-dependent degradation as a critical regulator of Snail1 turnover in liver cancer cells.

### Effect of QRICH1 depletion on EMT, cytoskeleton related proteins and GJIC in Huh7 and SK-Hep-1 cells

To assess whether QRICH1 regulates EMT, the expression of key EMT- and cytoskeleton-related proteins was examined in Huh7 and SK-Hep-1 cells. QRICH1 depletion attenuated the expression of mesenchymal markers, including Snail1, N-cadherin, VEGF, ZEB1 and ZO-1, while upregulating epithelial markers and cytoskeleton related proteins such as E-cadherin and Connexin 43 (CX43) in Huh7 and SK-Hep-1 cells. In contrast, other connexin family members, including Connexin 32 (CX32) and Connexin 26 (CX26) were not affected by QRICH1 depletion (Fig. 5A). Interestingly, immunofluorescence analysis showed that QRICH1 depletion not only increased Connexin43 expression in both Huh7 and SK-Hep-1 cells but also enhanced its membrane localization and activation (green), thereby promoting gap junction intercellular communication (GJIC) compared with untreated controls (Fig. 5B). However, treatment with a GJIC blocker carbenoxolone reversed the effects of QRICH1 depletion, by suppressing the reduction of Snail1 and the activation of Connexin43 in Huh7 and SK-Hep-1 cells (Fig. 5C). Moreover, QRICH1-depleted Huh7 and SK-Hep-1 cells exhibited a pronounced shift from an elongated, mesenchymal-like phenotype to a more rounded, epithelial-like morphology (Fig. 5D). Consistently, QRICH1 depletion significantly increased in gap junctional intercellular communication in both Huh7 and SK-Hep-1 cells. This was demonstrated by the scrape loading and dye transfer (SL/DT) assay, in which QRICH1-depleted cells exhibited substantially greater green dye transfer compared with control cells (Fig. 5E).

### QRICH1 depletion downregulates USP1 and Snail1 expression in Huh7 and SK-Hep-1 cells through the disruption of its binding to USP1 or Snail1

It was well documented that USP1 has highest correlation coefficient (0.68) to regulate Snail1 among deubiquitination proteins (Table 3). Thus, to investigate the mechanistic association between QRICH1 and USP1 or Snail1, RT-PCR and immunoprecipitation (IP) analyses were performed in Huh7 and SK-Hep-1 cells. QRICH1 depletion significantly reduced the expression of *USP1* in Huh7 and SK-Hep-1 cells compared to untreated control at mRNA level (Fig. 6A) and protein level (Fig. 6B). Consistently, Flag immunoprecipitation followed by immunoblotting showed the interaction between QRICH1 and USP1 in HEK293 cells (Fig. 6C). Also, IP revealed that QRICH1 binds to USP1 in Huh7 and SK-Hep-1 cells compared to untreated control (Fig. 6D). In contrast, USP1 depletion weakly attenuated the expression of *QRICH1* but significantly suppressed the expression of *SNAI1* in Huh7 and SK-Hep-1 cells compared to untreated control at mRNA level (Fig. 6E) and protein level, despite significant disruption of Snail1 (Fig. 6F). QRICH1 depletion attenuated the expression of USP1 and Snail1, which was restored by USP1 overexpression in Huh7 and SK-Hep-1 cells (Fig. 6G), suggesting that QRICH1 regulates Snail1, at least in part, through USP1-mediated stabilization. Furthermore, it was confirmed that USP1 binds to QRICH1 or Snail1 in Huh7 and SK-Hep-1 cells compared to untreated control (Fig. 6H).

### QRICH1 depletion induced Snail1 degradation, which resulted from decreased USP1-mediated removal of K48-linked ubiquitin chains

It is well known that MG132 as a proteasome inhibitor maintain Snail1 stability by blocking proteasomal degradation 36. Also, Snail protein is easily degraded through ubiquitination-mediated proteasome pathway 20. Here QRICH1 depletion induced ubiquitination in the presence of MG132 as a Snail1 stabilizer in in Huh7 and SK-Hep-1 cells (Fig. 7A). However, increasing concentrations of Myc-USP1 reduced the degradation of Snail1 in SNU-449 hepatocellular carcinoma cells and HEK 293 human kidney embryonic cells in the presence of MG132 and HA-Ub by IP (Fig. 7B). Ubiquitin is known to contain seven internal lysine residues (K6, K11, K27, K29, K33, K48, K63) and an N-terminal methionine (M1) 37. Interestingly, Snail1 degradation was induced in HEK293 cells at the sites of wild and K48, while USP1 as a deubiquitinating protein specifically removed K48-linked polyubiquitin chains, the canonical signal for proteasomal degradation to stabilizes its target Snail1 (Fig. 7C, 7D). Thus, given that USP1 removes K48-linked ubiquitin chains, QRICH1 depletion likely enhances the proteasomal degradation of Snail1.

### QRICH1 overexpression enhances proliferation and migration, accompanied by upregulation of EMT markers and cytoskeletal proteins in SNU-449 and HEK293 cells

To determine the functional consequences of QRICH1 overexpression, SNU-449 which endogenously express QRICH1 at low levels, and HEK293 cells were transfected with a QRICH1 expression plasmid. SNU-449 and HEK293 cells transfected with QRICH1 overexpression vectors exhibited elevated mRNA levels of *QRICH1*, *USP1*, and *SNAI1*, consistent with previous findings (Fig. 8A). QRICH1 overexpression significantly increased the number of colonies in SNU-449 and HEK293 cells (Fig. 8B). Likewise, QRICH1 overexpression tends to increase the migration of SNU-449 and HEK293 cells, while it significantly enhanced the migration of SNU-449 and HEK293 cells by wound healing assay (Fig. 8C). Consistently, QRICH1 overexpression enhanced the expression of EMT-related proteins such as USP1, Snail1, N-cadherin, VEGF, ZEB1, and ZO-1, while reducing epithelial and cytoskeleton-associated proteins including E-cadherin and Connexin43 in SNU-449 and HEK293 cells (Fig. 8D).

### QRICH1 silencing attenuates the growth of Huh7 cells in Balb/c nude mice and regulates the expression of EMT and cytoskeleton related proteins

To verify the *in vitro* observations at an *in vivo* setting, a xenograft model was established by implanting Huh7 cells transfected with LV-shQRICH1 lentiviral particles into Balb/c male athymic nude mice. Prior to implantation, the knockdown efficiency of the LV-shQRICH1 construct was verified at both the mRNA and protein levels (Fig. 9A, 9B). The experimental timeline for the xenograft procedure is presented in Fig. 9C. QRICH1 depletion significantly reduced the tumor volume of Huh7 cells compared to sham control (Fig. 9D, 9F) without hurting body weight. (Fig. 9E). IHC staining in LV-shQRICH1 tumors showed a pattern consistent with these observations. IHC evaluation revealed markedly reduced staining for QRICH1, USP1 (a deubiquitinating enzyme), PCNA (a proliferation and survival marker), and several EMT- or angiogenesis-related proteins, including Snail1, VEGF, and N-cadherin. In contrast, epithelial and junctional markers such as E-cadherin and Connexin43 showed enhanced immunoreactivity relative to the untreated control (Fig. 9G, 9H). Taken together, these *in vivo* data support an oncogenic role for QRICH1 and demonstrate that QRICH1 promotes tumor progression by modulating EMT and Connexin43-mediated junctional integrity.

## Discussion

In this study, we identified QRICH1 as a previously unrecognized driver of hepatocellular carcinoma (HCC) progression through its regulation of EMT and cytoskeleton related signaling pathways involving Snail1, USP1, and Connexin43. Although QRICH1 has been described as a stress-responsive protein associated with endoplasmic reticulum stress 14 and transcriptional regulation 15, its biological functions, particularly liver cancer, have remained largely unexplored.

Herein, QRICH1 was significantly overexpressed in liver cancer tissues with poor prognosis, suggesting its potential role as a clinically relevant oncogenic factor. Functional studies confirmed that QRICH1 depletion markedly reduced proliferation, colony formation, and xenograft tumor growth in Huh7 and SK-Hep-1 cells, underscoring its critical role for tumor maintenance and progression.

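By the fold change in the authors' deposited table, 141 of 43424 genes were lower than SNAI1 in QRICH1-depleted Huh7 cells, and 95 of these had a mean count of at least 10. By the ratio of scaled counts, 33 genes were lower than SNAI1 with a siControl count at least as large, and 18 of the genes with a mean count of at least 10 were lower. Within Table 1, SNAI1 had the lowest ratio. The counting interval of SNAI1 contains the ratios of L1CAM, F3, HOXA3 and CCN1, so its rank and these numbers of lower genes are not fixed at this depth.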

Next generation sequence revealed Snail1 was mostly downregulated in QRICH1-depleted Huh7 cells with the percentages of ubiquitination (3.06%), cell migration (2.78%), proliferation (2.20%), angiogenesis (2.75%), EMT (2.27%). 

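Of 14 transcription factors of EMT, 6 had a mean count of at least 10 in Huh7 cells, and 0 of these were higher and 0 lower in QRICH1-depleted cells (median log2 ratio -0.10, percentile 41.7). SNAI1, with 13 counts in siControl and 1 in siQRICH1, is below this minimum and not among the 6, so these numbers do not cover it. ZEB2, a paralog of ZEB1, had a ratio of 1.01 (0.814 to 1.26), TCF4 one of 1.18 (0.878 to 1.58), SOX9 one of 0.758 (0.672 to 0.855) and TCF3, which encodes the E2A proteins, one of 0.743 (0.567 to 0.969). TWIST1 had 0 counts in both libraries, which allows up to 3 counts in each. The mesenchymal filament gene VIM had a ratio of 0.796 (0.737 to 0.859). Of 21 connexin genes, 4 were measured and none was higher or lower by the rule. GJA1, which encodes Connexin43, had a ratio of 0.994 (0.865 to 1.14). The paper's increase of Connexin43 was measured on protein, by blot, by immunofluorescence and by immunohistochemistry of xenograft tumors, which transcript counts do not check. GJC1, which encodes connexin 45, had a ratio of 1.34 (1.06 to 1.70), and GJB1, which encodes connexin 32, had 23 counts in siControl and 22 in siQRICH1.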

Consistently, QRICH1 knockdown suppressed a broad range of EMT-related genes 38, 39, including SNAI1, F3, L1CAM, CCN1, PAPLN, MMP9, EGF, ZEB1 and activated cytoskeleton related genes such as CDH13 and GJB1^40^. The consistent downregulation of these key regulators suggests that QRICH1 acts as an upstream coordinator of EMT signaling networks. Notably, Snail1 emerged as a critical target of QRICH1, in line with its well-established role as one of the most potent EMT-inducing transcription factors in HCC 41, 42.

Mechanistically, our immunoprecipitation, immunofluorescence, and docking analyses revealed that QRICH1 directly interacts and colocalizes with Snail1. QRICH1 depletion increased the ubiquitination of Snail1 and promoted its proteasome-mediated degradation, which was restored by MG132. The accelerated decay of Snail1 in the presence of cycloheximide further confirms that QRICH1 stabilizes Snail1 at the post-translational level. Given the known role of USP1 as a deubiquitinase 43, our findings suggest that QRICH1 acts as an essential scaffold or enhancer that maintains the USP1/Snail1 regulatory axis, thereby sustaining EMT tumorigenic potential 44.

Gap junctional intercellular communication (GJIC) functions actively in most normal cells, whereas dysfunctional homologous or heterologous GJIC is frequently observed in cancer cells 45, 46. Also, Connexin 43, as a transmembrane protein or a gap junction protein 47 plays a dual role in acting either as a tumor suppressor 48 or in some contexts, as an oncogene 49, 50 through its regulation of intercellular communication. Furthermore, emerging evidence indicates that Cx43 at gap junctions interacts with drebrin for cancer cell invasion 51, stabilizing the protein at the plasma membrane and linking it to the actin cytoskeleton 24, 48.

Herein, QRICH1 depletion enhanced GJIC and induced a morphological shift from elongated mesenchymal-like cells to more oval epithelial-like shapes, accompanied by reduced Connexin43 expression. Although Connexin43 has context-dependent roles in cancer 11, its dysregulation is known to accompany EMT progression 12. Thus, the restoration of GJIC following QRICH1 knockdown represents another mechanism through which QRICH1 supports an oncogenic phenotype. Herein QRICH1 depletion upregulated Connexin43 as a tumor suppressor to enhance GJIC activity in Huh7 and SK-Hep-1 cells. In addition to the main signaling axis, depletion of Connexin43 resulted in increased Snail1 expression without affecting USP1 levels (Fig. S1), suggesting that Connexin43 suppresses EMT through regulation of Snail1 expression independently of USP1-mediated deubiquitination.

Previous evidence reveals that QRICH1 is known to regulate PRMT1-mediated arginine methylation of cGAS and is implicated in hepatocellular carcinoma progression 52. However, in our study, cGAS depletion reduced Snail1 expression without affecting USP1 levels, suggesting that USP1-Snail1 regulation is independent of the cGAS pathway and may be more directly regulated by QRICH1 (Fig. S2).

Our animal study supported the *in vitro* findings, as QRICH1 silencing suppressed tumor growth and reduced the expression of Snail1, USP1, N-cadherin, VEGF, and PCNA, while increasing E-cadherin and Connexin43 levels. These results confirm that the QRICH1 plays a crucial role in supporting liver cancer progression via Connexin43/USP1 mediated Snail1 stabilization axis.

Despite the strong mechanistic evidence, upstream regulators of QRICH1 and its role in other EMT signaling such as TGF-β, Wnt/β-catenin 53, or Notch signaling 54 should be further explored. Additionally, larger patient cohorts and clinical datasets are needed to validate QRICH1 as a prognostic biomarker and therapeutic target in liver cancer in the future.

## Conclusions

Collectively, our findings indicate that QRICH1 as a previously underappreciated regulator of liver cancer progression. Mechanistically, QRICH1 enhances Snail1 protein stability through a USP1-dependent deubiquitination pathway while concurrently influencing Connexin43-mediated intercellular communication. As a result of these interrelated processes, QRICH1 contributes to the activation of EMT programs that support malignant phenotypes in hepatocellular carcinoma. Importantly, this study establishes a functional link between EMT transcriptional regulation and gap junction signaling in liver cancer, providing mechanistic insight into how QRICH1 integrates these processes. Together, our results suggest that targeting QRICH1-centered signaling may represent a rational strategy for therapeutic intervention in HCC.

## Supplementary Material

Supplementary figures.

## Figures and Tables

**Figure 1:**
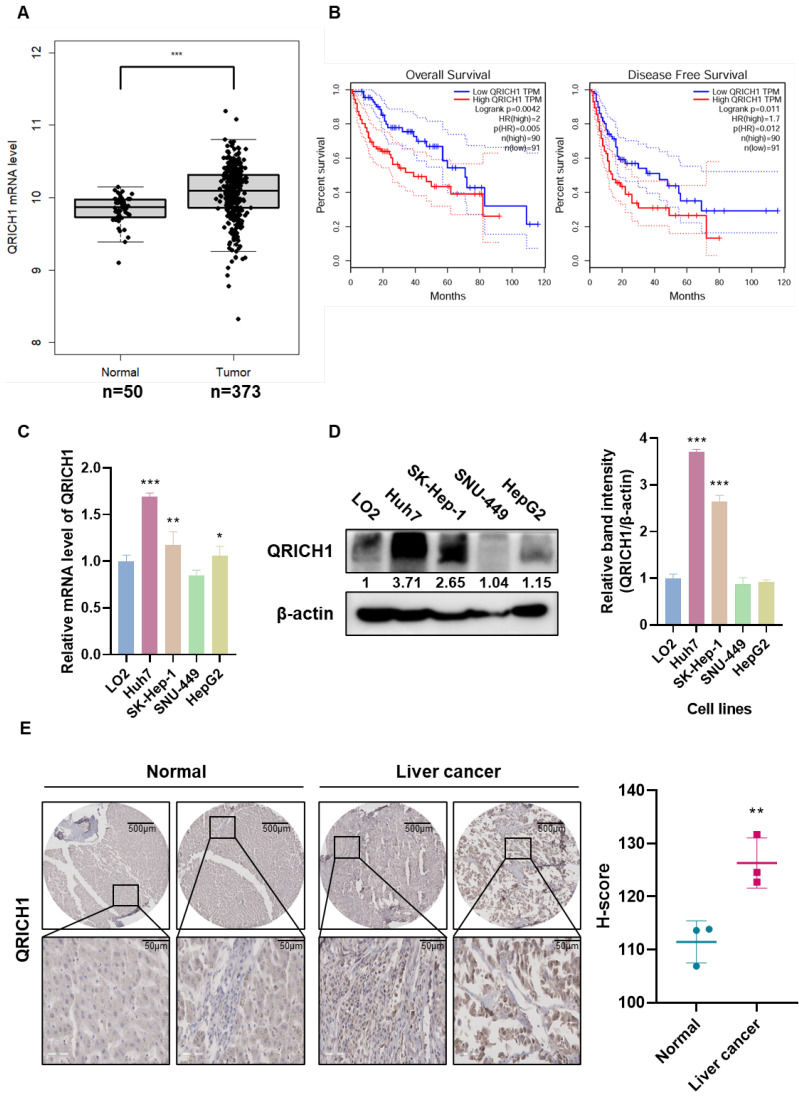
** QRICH1 overexpression correlates with poor prognosis and is elevated in liver cancer cell lines and tumor tissues.** (A) QRICH1 expression in normal tissue (n=50) and liver cancer (n=373) at mRNA levels. ***p<0.001 vs normal tissues. (B) Overall survival and Disease-free survival rates by Kaplan Meier plotter. (C) mRNA expression level in liver cancer cell lines. *p<0.05, **p<0.01, ***p<0.001 vs normal cells. (D) Protein expression level in liver cancer cell lines. ***p<0.001 vs normal cells. (E) Immunohistochemistry in normal and liver cancer tissues. Scale bar, 50 μm. **p<0.01 vs normal tissues.

**Figure 2:**
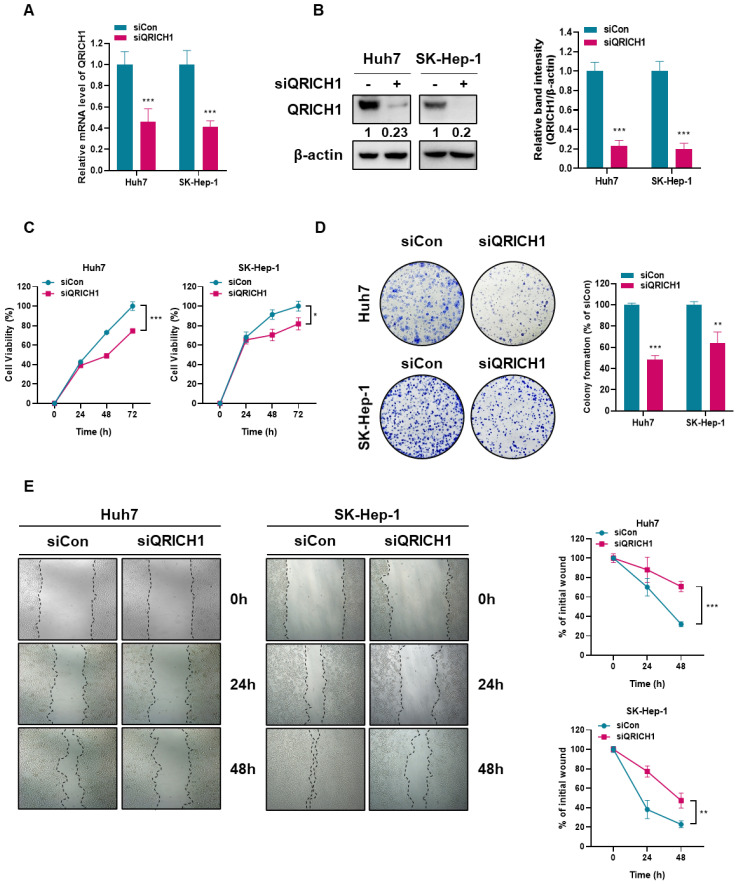
** Depletion of QRICH1 decreases proliferative and migratory abilities in Huh7 and SK-Hep-1 cells.** (A) QRICH1 expression was confirmed in QRICH1-depleted Huh7 and SK-Hep-1 cells at mRNA levels. ***p<0.001 vs untreated control. (B) QRICH1 expression was confirmed in QRICH1-depleted Huh7 and SK-Hep-1 cells at protein levels. ***P<0.001 vs untreated control. (C) Effect of QRICH1 depletion on the viability of Huh7 and SK-Hep-1 cells. *p<0.05, ***p<0.001 vs untreated control. (D) Effect of QRICH1 depletion on the number of colonies in Huh7 and SK-Hep-1 cells. **p<0.01, ***p<0.001 vs untreated control. (E) Effect of QRICH1 depletion on the proliferation of Huh7 and SK-Hep-1 cells by wound healing assay. Scale bar, 200 μm. **p<0.01, ***p<0.001 vs untreated control.

**Figure 3:**
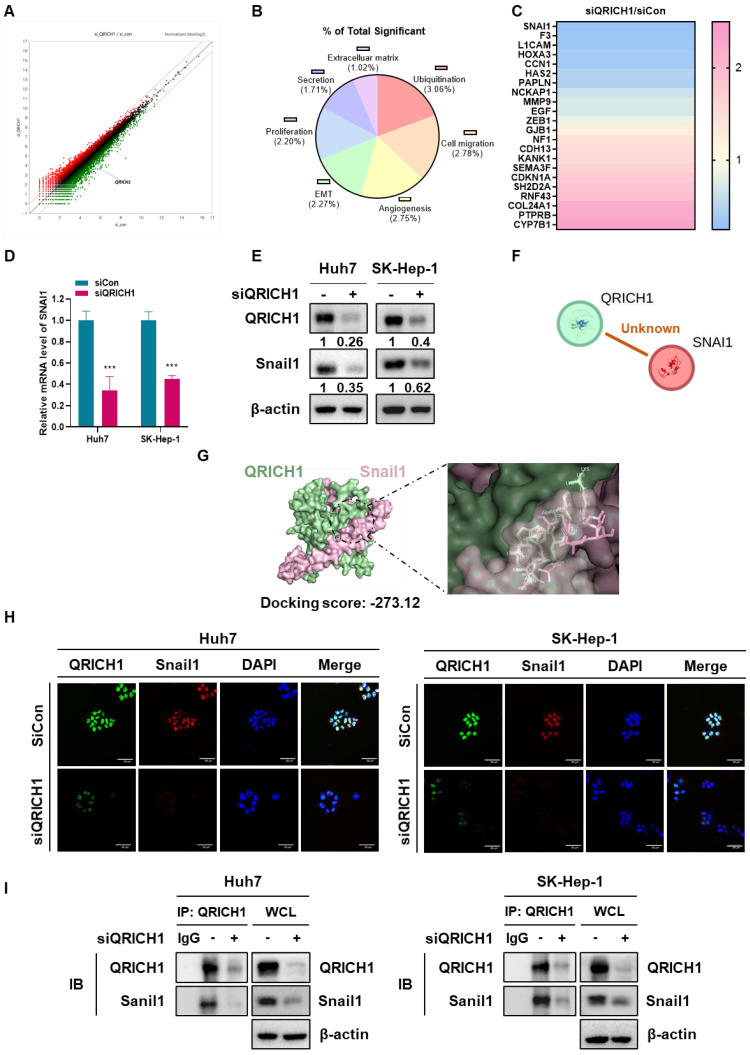
** Gene profiling of QRICH1-depleted Huh7 cells and close association between QRICH1 and Snail1.** (A) Heat map for differential gene expression in QRICH1-depleted Huh7 cells. (B) Percentages for signaling pathways in QRICH1-depleted Huh7 cells. (C) Differentially expressed genes in QRICH1-depleted Huh7 cells. (D) Effect of QRICH1 depletion on Snail1 in Huh7 and SK-Hep-1 cells by qRT-PCR analysis. ***p<0.001 vs untreated control. (E) Effect of QRICH1 depletion on Snail1 in Huh7 and SK-Hep-1 cells by Western blotting. (F) No evidence on the association between Snail1 and QRICH1 by String database. (G) Molecular docking study on a strong interaction between QRICH1 and Snail1. (H) Colocalization between Snail1 and QRICH1 by immunofluorescence. Scale bar, 50 μm. (I) Binding between Snail1 and QRICH1 by immunoprecipitation.

**Figure 4:**
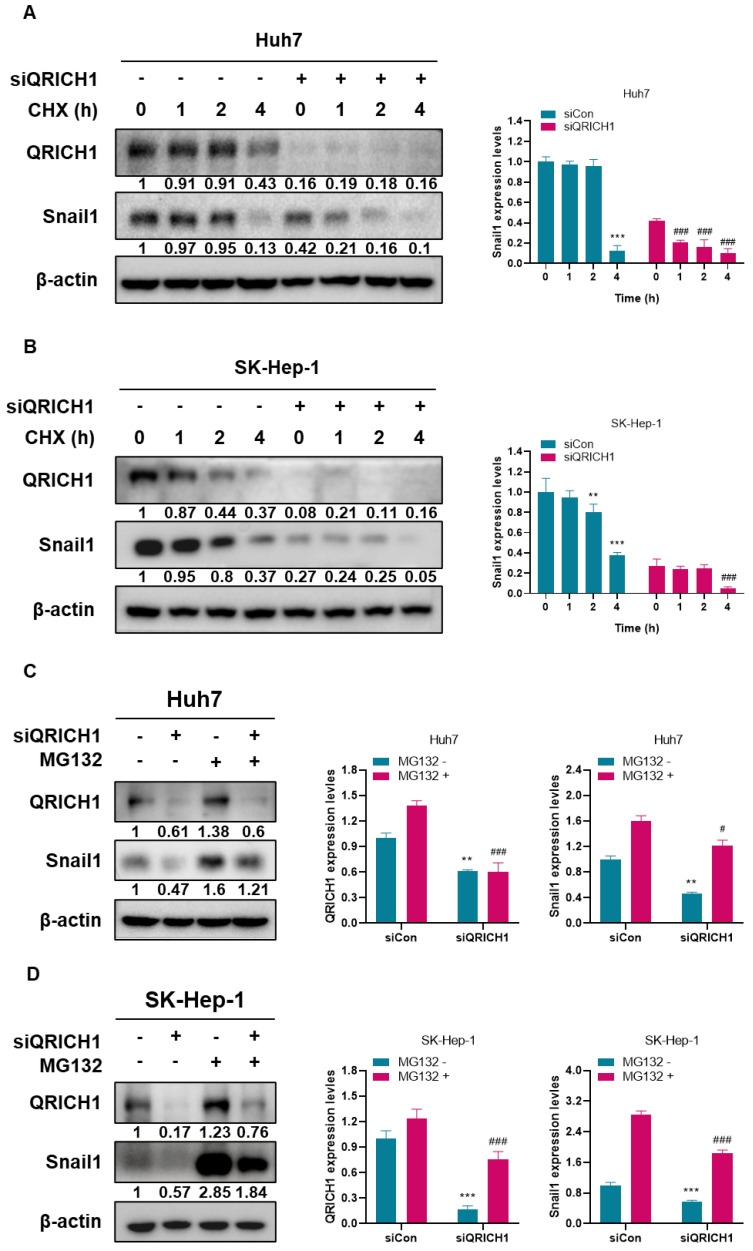
** Stabilization of Snail1 by QRICH1 in Huh7 and SK-Hep-1 cells.** (A) Effect of QRICH1 depletion on Snail1 expression in Huh7 cells. ***p<0.001 vs untreated control at 0 h, and ###p<0.001 vs Huh7 cells transfected with siQRICH1 at 0 h. (B) Effect of QRICH1 depletion on Snail1 expression in SK-Hep-1 cells. **p<0.01, ***p<0.001 vs untreated control at 0 h, and ###p<0.001 vs Huh7 cells transfected with siQRICH1 at 0 h. (C) MG132 rescues the inhibitory effect of QRICH1 depletion on Snail1 in Huh7 cells. **p<0.01 vs untreated control without MG132 and #p<0.05, ###p<0.001 vs untreated control with MG132. (D) MG132 rescues the inhibitory effect of QRICH1 depletion on Snail1 in SK-Hep-1 cells. ***p<0.001 vs untreated control without MG132 and ###p<0.001 vs untreated control with MG132.

**Figure 5:**
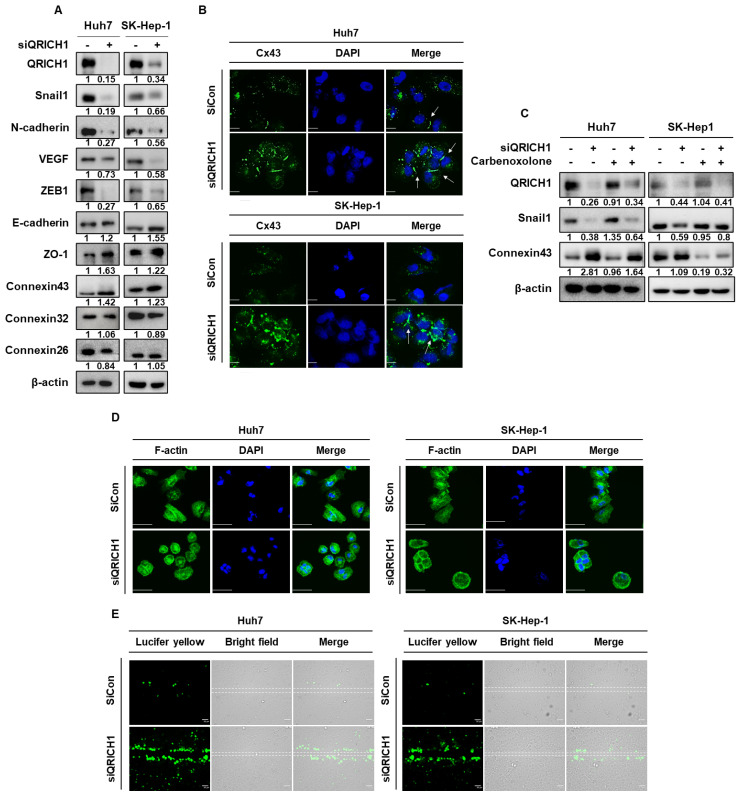
** QRICH1 depletion alters EMT, cytoskeleton dynamics, and GJIC in liver cancer cells.** (A) Effects of QRICH1 depletion on EMT-related and cytoskeleton-associated proteins, including Snail1, in Huh7 and SK-Hep-1 cells. (B) Effect of QRICH1 depletion on Connexin43 in Huh7 and SK-Hep-1 cells. Scale bar, 12.5 μm. (C) Effects of carbenoxolone treatment on QRICH1-regulated Snail1 and Connexin43 expression following QRICH1 depletion in Huh7 and SK-Hep-1 cells. (D) Effect of QRICH1 depletion on F-actin morphology in Huh7 and SK-Hep-1 cells by immunofluorescence. Scale bar, 50 μm. (E) Effect of QRICH1 depletion on GJIC green flow in in Huh7 and SK-Hep-1 cells by SL/DT assay. Scale bar, 50 μm.

**Figure 6:**
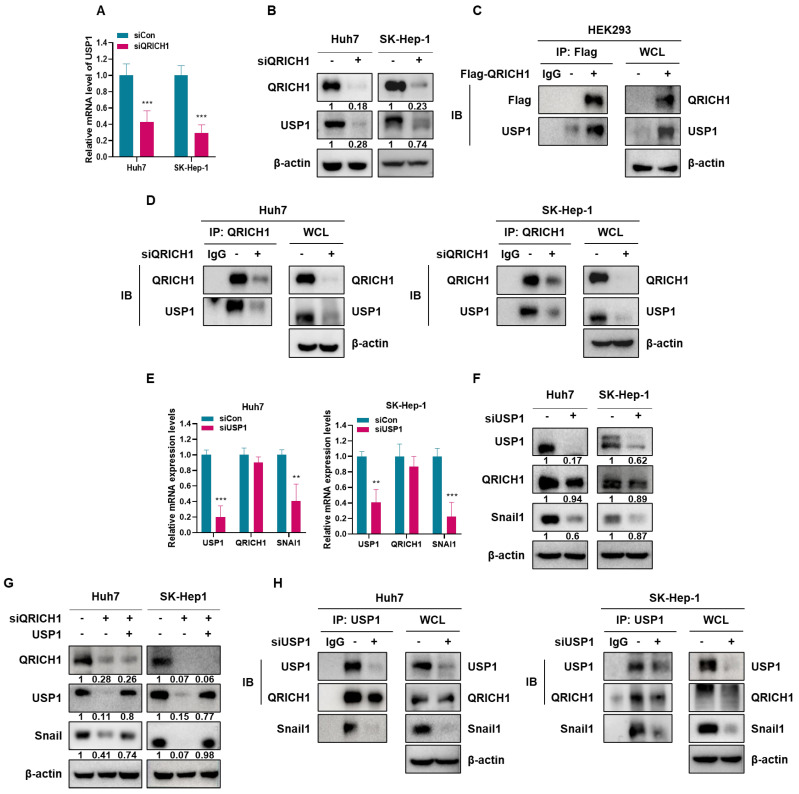
** Mechanistic association between QRICH1 and USP1 or Snail1 in Huh7 and SK-Hep-1 cells through their binding.** (A) Effect of QRICH1 depletion on USP1 expression in Huh7 and SK-Hep-1 cells by qRT-PCR. ***p<0.001 vs untreated control. (B) Effect of QRICH1 depletion on USP1 expression in Huh7 and SK-Hep-1 cells by Western blotting. (C) Interaction between QRICH1 and USP1 in HEK293 cells by Flag IP and IB. (D) The direct binding between QRICH1 and USP1 in Huh7 and SK-Hep-1 cells by IP. (E) Effect of USP1 depletion on QRICH1 and Snail1 expression in Huh7 and SK-Hep-1 cells by qRT-PCR. **p<0.01, ***p<0.001 vs untreated control. (F) Effect of USP1 depletion on QRICH1 expression in Huh7 and SK-Hep-1 cells by Western blotting. (G) Effect of QRICH1 depletion and USP1 overexpression on USP1 and Snail1 in Huh7 and SK-Hep-1 cells. (H) Effect of USP1 depletion on the binding to QRICH1 and Sanil1 in Huh7 and SK-Hep-1 cells.

**Figure 7:**
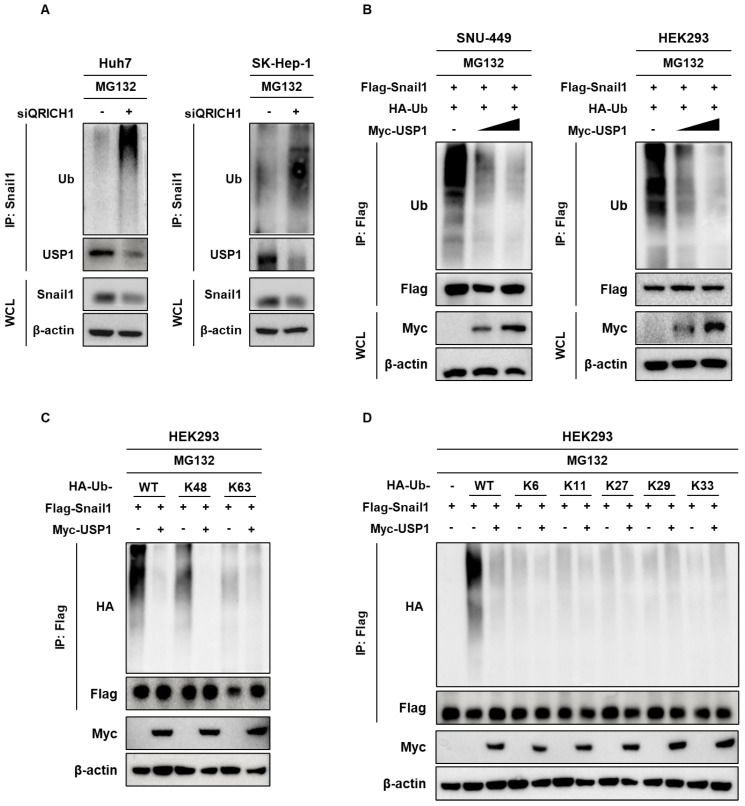
** USP1 dependent regulation of Snail1 ubiquitination and specification of ubiquitin chain linkages.** (A) Detection of Snail1 ubiquitination in Huh7 and SK-Hep-1 cells transfected with siQRICH1 and treated with MG132. (B) Assessment of ubiquitinated Snail1 in SNU-449 and HEK293 cells coexpressing the indicated vectors following a 4 h MG132 treatment, using Flag IP and subsequent IB analysis. (C) Determination of Snail1 ubiquitin-chain linkage patterns in HEK293 cells cotransfected with Flag-Snail1, Myc-USP1, and the designated His-Ub variants (WT, K48-only or K63-only). (D) Validation of ubiquitin-linkage in HEK293 cells expressing Flag-Snail1, Myc-USP1, and the indicated His-Ub plasmid (K6, K11, K27, K29, K33).

**Figure 8:**
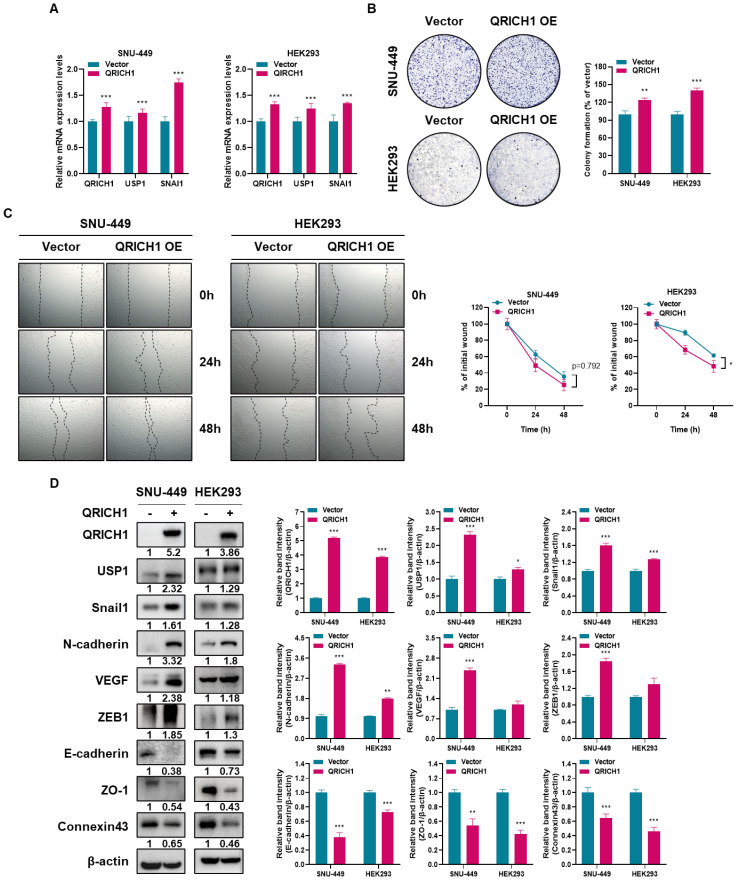
** Effect of QRICH1 overexpression on proliferation, migration and EMT and cytoskeleton related proteins in SNU-449 and HEK293 cells** (A) QRICH1, USP1, and Snail1 mRNA levels in SNU-449 and HEK293 cells transfected with QRICH1 overexpression plasmid. ***p < 0.001 vs. untreated control. (B) Clonogenic capacity of SNU-449 and HEK293 cells transfected with QRICH1 overexpression plasmid. **p<0.01, ***p<0.001 vs untreated control. (C) Migratory capacity of SNU-449 and HEK293 cells transfected with QRICH1 overexpression plasmid. Scale bar, 200 μm. *p<0.05 vs untreated control. (D) EMT- and cytoskeleton-related protein profiles of SNU-449 and HEK293 cells with QRICH1 overexpression. *p<0.05, **p<0.01, ***p<0.001 vs untreated control.

**Figure 9:**
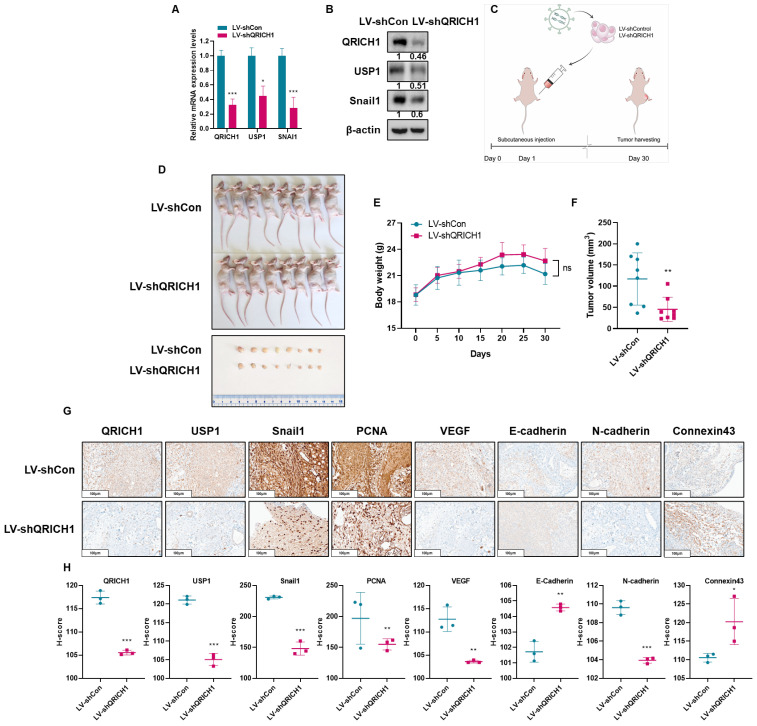
** QRICH1 depletion suppresses tumor growth and alters EMT and cytoskeletal protein expression in Balb/c nude mice bearing Huh7 xenografts.** (A) Quantification of QRICH1, USP1 and Snail1 mRNA levels in LV-shQRICH1-transduced Huh7 cells. *p<0.05, ***p<0.001 vs untreated control. (B) Protein expression of QRICH1 in QRICH1 depleted Huh7 cells. (C) Schematic timeline of the xenograft study in Balb/c nude mice. (D) Morphology of mice bearing Huh7 cells. (E) Body weight changes in mice implanted with QRICH1-depleted Huh7 cells. (F) Effect of QRICH1 depletion on tumor volumes of Huh7 cells in mice. *p<0.05 vs untreated control. **p<0.01 vs untreated control. (G) Immunohistochemical analysis of EMT- and cytoskeleton-related proteins in QRICH1-depleted Huh7 tumors. (H) H-score evaluation of IHC staining signals. *p<0.05, **p<0.01, ***p<0.001 vs untreated control.

**Table 1:** Differentially expressed genes in QRICH1-depleted Huh7 cells.

Gene Symbol	Function	Upregulation (Fold change)	Gene Symbol	Function	Downregulation (Fold change)
CYP7B1	metabolism/conditional	2.350	SNAI1	EMT/oncogene	0.295
PTPRB	Angiogenesis/suppressor	2.241	F3	Invasion/oncogene	0.343
COL24A1	Collagen/conditional	2.191	L1CAM	Adhesion/oncogene	0.347
RNF43	Proliferation/suppressor	1.920	HOXA3	EMT/oncogene	0.383
SH2D2A	*Immune/*conditional	1.862	CCN1	Proliferation/oncogene	0.388
CDKN1A	Cell-cycle/suppressor	1.784	HAS2	Invasion/oncogene	0.480
SEMA3F	Migration/Suppressor	1.628	PAPLN	ECM/oncogene	0.449
CDH13	Adhesion/suppressor	1.530	NCKAP1	Migration/oncogene	0.645
KANK1	Cytoskeleton/suppressor	1.504	MMP9	ECM/oncogene	0.742
NF1	Cell growth/suppressor	1.443	EGF	Growth-factor/oncogene	0.720
GJB1	Gap junction/ suppressor	1.208	ZEB1	EMT /oncogene	0.858

**Table 2:** Interaction between QRICH1 and Snail1 by molecular docking analysis.

Complex	Docking Score (kcal/mol)	Confidence Score	ΔG (kcal/mol^-1^)	Kd (M) at 37 ºC	Residue (QRICH1)	Residue (Snail1)	Distance (Å)	Interaction Type
QRICH1-Snail1	-273.12	0.9215	-16.5	2.2x10^-12^	LYS495	SER175	0.722	Polar
					ARG533	SER221	0.993	Polar
					GLU583	ARG224	1.905	Polar
					VAL575	LYS235	1.968	Polar
					TRP580	ARG224	2.039	Polar
					ARG576	TYR286	2.179	Polar
					ASN484	ALA168	2.313	Polar
					GLU579	GLN228	2.346	Polar
					ARG507	GLU256	2.512	Polar
					ALA491	HIS172	2.515	Polar
					GLU534	ARG191	2.556	Polar
					GLU492	SER190	2.61	Polar
					GLU494	LYS191	2.616	Polar
					ARG16	GLY261	2.631	Polar
					GLN487	TYR163	2.715	Polar
					ARG20	GLN255	2.767	Polar
					GLU75	GLN239	2.837	Polar

**Table 3:** Deubiquitinating proteins regulating snail1 stability.

Gene	Correlation coefficient	P-value
USP1	0.68	0
USP37	0.61	0
USP3	0.58	0
USP11	0.53	0
PSMD14	0.48	0
OTUB1	0.47	0
E1F3H	0.32	1.6e-10
USP18	0.3	5.9-09
USP27X	0.2	8e-05
USP17L2	0.18	0.00059
COPS5	0.17	0.0011
USP47	0.11	0.031
USP26	0.052	0.32

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE315229. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

## Abbreviations

cGAS: Cyclic GMP-AMP synthase
CHX: Cycloheximide
Co-IP: Co-immunoprecipitation assay
CX43: Connexin43
DUB: Deubiquitinating enzyme
ECL: Enhanced chemiluminescence
FBS: Fetal Bovine Serum
HCC: Hepatocellular carcinoma
IF: Immunofluorescence
IHC: Immunohistochemistry
MTT: 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazoliumbromide
NGS: Next-generation sequencing
OD: Optical density
PBS: Phosphate Buffered Saline
PCNA: Proliferating cell nuclear antigen
PRMT1: Protein arginine N-methyltransferase 1
QRICH1: Glutamine-rich protein 1
SDS: Sodium dodecyl-sulfate
SDS-PAGE: Sodium Dodecyl Sulfate-Polyacrylamide gel electrophoresis
SL-DT assay: Scrape Loading/Dye Transfer Assay
SNAI1: Snail Family Transcriptional Repressor 1
USP1: Ubiquitin Specific Protease 1
VEGF: Vascular endothelial growth factor
ZEB1: Zinc finger E-box binding homeobox 1
ZO-1: Zonula Occludens-1

# Supplementary material for: Targeting QRICH1 suppresses epithelial-mesenchymal transition and tumor growth in liver cancer through the Connexin43/USP1 mediated Snail1 stabilization
**Source:** Int J Biol Sci. 2026 Jun 10;22(11):6177–95. doi: 10.7150/ijbs.133080
**Supplement:** Supplementary file 1 — Supplementary figures.

Supplementary information for the manuscript

Targeting QRICH1 suppresses epithelial–mesenchymal transition and tumor growth in liver cancer through the Connexin43/USP1 mediated Snail1 stabilization

Su-Yeon Park, Bum-Sang Shim, Bonglee Kim, Sung-Hoon Kim

The file includes:

- Supplementary figures and figure legends

Supplementary figures

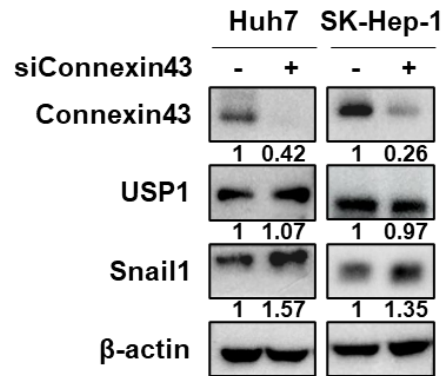

Figure S1. Connexin43 depletion upregulates Snail1 but not USP1 in Huh7 and SK-Hep-1 cells, indicating that Connexin43 suppresses Snail1 as an EMT regulator but does not directly regulate USP1, implying that USP1-mediated stabilization of Snail1 occurs independently of Connexin43.

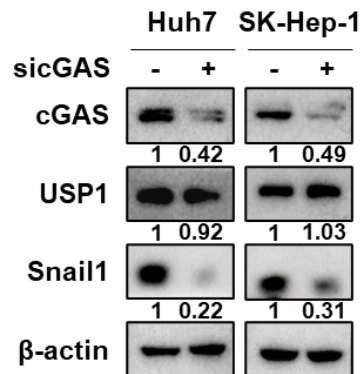

Figure S2. cGAS depletion downregulates Snail1 but not USP1 in Huh7 and SK-Hep-1 cells, indicating that cGAS positively regulates Snail1 expression without affecting USP1, suggesting that cGAS promotes EMT independently of USP1-mediated Snail1 stabilization.

How the deposited data were processed for this re-analysis (not part of the article)

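RNA of Huh7 cells transfected with siControl or siQRICH1 for 48 h was measured in 1 library per condition. The authors deposited a table of 43424 genes with raw counts per gene, normalized log2 values and a fold change. The submitters' processing notes name HISAT2, featureCounts and GRCh38, and their versions are not given in the sources used here. The authors' log2 values are the log2 of CPM plus 1: in each library, 2 to the power of the value less 1 is a constant times the raw count, 0.277 for siControl and 0.360 for siQRICH1, equal at this precision to those that TMM scaling gave here. The authors' fold change is the ratio of these CPM plus 1, which lies nearer to 1 than the ratio of counts for genes with few counts. The paper's methods and the sample labels name different library kits and transfection reagents, and the values do not settle which were used. Transcript length and mean count had a Spearman correlation of 0.0262 across 10714 genes, which are not independent replicates. The series text mentions replicates for each condition, and the table holds 1 column of counts per condition.

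From the raw counts, ratios siQRICH1/siControl were computed with library sizes scaled by TMM from edgeR 4.0.16 in R 4.3.3, with factors of 0.983 and 1.02 on totals of 3664866 and 2734206 counts. Each ratio has a 95% exact Clopper-Pearson interval from the 2 counts (scipy 1.17.1 in Python 3.11.15), which covers counting error only and not the spread between cultures or libraries. A gene was called higher or lower with a mean count of at least 10, a ratio of at least 1.5 in either direction and an interval that excludes 1. This is a rule of size and no test. Gene lists were described by the median log2 ratio of their members with a mean count of at least 10, and by its percentile among 10000 random lists of the same size matched on mean expression in 20 bins. The 43 lists, the rule and the alternatives were set before the deposited counts were examined, but not blind to the paper's Table 1. The lists include the higher and the lower genes of Table 1, which the paper chose on the same 2 libraries. Other lists share members with Table 1, such as CCN1 among the YAP and TEAD targets and CDKN1A among the p53 targets. The genes named in the text are those the paper names or assays, the 10 with the largest and the 10 with the smallest ratio among called genes with a mean count of at least 50, and up to 2 members with the largest and 2 with the smallest ratio of each list with a mean count of at least 50. The ratios in the paper's Table 1 had been seen when this rule was written. A check of GC content used the 3' UTRs of GENCODE 29 transcripts. Genes without one were left uncorrected in the counts of calls and were left out of the corrected list medians.

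The rule was tested on simulated data for siQRICH1 against siControl, drawn from the 2 libraries with 200 changed genes over 11906 genes. It found 98.4% of genes changed by 3 times, 82.4% of those changed by 2 times and 39.7% of those changed by 1.5 times. A change of 1.5 times lies at the limit of the rule itself. The simulated counts hold counting error only, so these shares do not cover the spread between cultures or libraries. In 100 draws from the 2 libraries with no changed gene, counting error alone gave at most 121 higher and 132 lower genes. The alternatives were scaling by the total count, by the median of ratios of DESeq2 1.42.0 and by the upper quartile, the authors' deposited fold changes, a ratio of 2, no count minimum, a mean count of at least 50 and no interval. The alternatives for values without counts did not apply. Blots, qRT-PCR and SK-Hep-1 cells were not analysed here.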

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

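The correction for GC content, the tests on strongly lower genes and the comparison of SNAI1 with genes of like counts were chosen after the data had been seen. The paper gives no values for the gene lists that follow, for THAP2 or for KYAT1.

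The genes of S phase and DNA replication (median log2 ratio -0.54, and -0.31 at percentile 1.01 over members with a mean count of at least 50) and of G2 and mitosis (median -0.33) lay below the central 95% of random lists. Ratios were higher at higher GC content of the 3' UTR across genes, so GC content was weighed as a technical explanation. After the median of genes with like GC content was subtracted, the S phase median was -0.48 at percentile 0 and the G2 and mitosis median -0.22 at percentile 0.87, which argues against GC content as the whole explanation. Lists unrelated to the cell cycle were low too, with medians of -0.28 for housekeeping genes (percentile 0.86) and -0.38 for cytosolic ribosomal protein genes (percentile 0), so a wider shift stays open. A lower rate of cycling in QRICH1-depleted cells and a difference between 2 cultures unrelated to the siRNA cannot be told apart, because there is 1 library per condition.

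Of genes with a mean count of at least 50, 61 were lower by 3 times or more and 0 were higher by as much with TMM, and the 4 other scalings gave 51 to 61 lower and 0 to 4 higher. The gene THAP2 had a ratio of 0.0730 and KYAT1 one of 2.96. In 100 draws with no changed gene, counting error gave at most 0 genes lower by 3 times. The largest excess of any word of 7 bases in the 3' UTRs of 58 of these genes over genes matched on 3' UTR length and GC content was 18.8 percentage points, which argues against a shared seed match of 1 siRNA in most of them. Several siRNAs, each with few targets, an effect of QRICH1 itself and a difference between 2 cultures unrelated to the siRNA stay open, because there is 1 library per condition. The QRICH1 transcript had a ratio of 0.648 (0.455 to 0.912), a smaller drop than in the 61 genes.

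SNAI1 had 13 counts against 1. Of 933 genes with 12 to 16 counts in all, 21 were at least as one-sided toward siControl, where counting error gives 1.64, and 32 were as one-sided toward siQRICH1. Counting error therefore does not account for such genes as a group. In these counts, the spread between libraries of 1 condition and QRICH1 depletion cannot be told apart with 1 library per condition. The paper also reports lower SNAI1 mRNA by qRT-PCR in QRICH1-depleted Huh7 and SK-Hep-1 cells, which was not analysed here.

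The genes of hepatocyte secreted proteins had a median log2 ratio of 0.21 (percentile 99.8), with 8 of 42 members higher and 5 lower. Genes of NF-kappaB and inflammatory cytokines had a median of -0.48 (percentile 0), with 1 of 21 higher and 5 lower. Cytosolic ribosomal protein genes, which share reads with many pseudogenes, had a median of -0.38 (percentile 0), with 17 of 60 lower and 0 higher. Nuclear genes of oxidative phosphorylation had a median of -0.23 (percentile 0.30), with 1 of 49 higher and 12 lower.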

How the results depend on the processing

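No paired analysis was possible because there is 1 library per condition. Against 909 higher and 1591 lower genes, a ratio of 2 left 349 and 728, and a mean count of at least 50 left 522 and 1010, in both cases because fewer genes pass a stricter rule. Scaling by the upper quartile gave 1271 higher and 1240 lower, so that 49.4% of calls were lower in place of 63.6%. The other alternatives, with the correction for GC content and the scaling without mitochondrial genes (both chosen after seeing the data), gave counts within 1.5 times of the main ones. After the correction for GC content, 625 of the 909 higher genes and 1351 of the 1591 lower genes were still called, with 739 higher and 1534 lower in all. Called genes without a 3' UTR sequence were not corrected and kept their call. The median log2 ratio of measured genes was -0.05 with TMM and moved by less than 0.1 under every scaling. Another scaling multiplies every ratio by 1 common factor, so it cannot test the order of genes or lists. At a mean count of at least 50, the median of the S phase list moved from -0.54 to -0.31 (percentile 1.01) and that of the lower genes of Table 1 from -1.37 over 7 genes to -0.65 over 3. With no count minimum, the interferon response list came within the central 95% of random lists (percentile 95.7), and the lists of Wnt targets (percentile 1.95) and of epithelial junction and keratin genes (percentile 0.94) left it. After the correction for GC content, that of proteasome subunits left it (percentile 1.24). The causes were not tested. With 2734206 counts in the siQRICH1 library, genes with few counts, SNAI1 among them, have wide intervals.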

Differences from the paper's values

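The paper gives its Table 1 values on the scale of the authors' deposited fold change, a ratio of CPM plus 1. On that scale 20 of the 22 genes equal the deposited value to 3 decimals. The other 2 are exchanged: the paper's values are 1.530 for CDH13 and 1.504 for KANK1, and the authors' deposited table has 1.504 for CDH13 and 1.530 for KANK1. No gene of Table 1 differed by more than 1.5 times on this scale. The ratio of scaled counts was farther from 1 than the paper's value for genes with few counts: 0.0997 for SNAI1, where the paper's value is 0.295, and 0.236 for F3, where the paper's value is 0.343.

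The paper lists HAS2 before PAPLN in its order of downregulated genes, and the paper's values in Table 1 are 0.480 and 0.449. It also lists MMP9 before EGF, and the paper's values are 0.742 and 0.720.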

Other observations

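Of 39 measured targets of ATF6 and XBP1 in the endoplasmic reticulum, 6 were higher and 8 lower in QRICH1-depleted Huh7 cells, with a median log2 ratio of 0.15 at percentile 99.4. The members called went both ways: CRELD2 had a ratio of 1.93 (1.62 to 2.29) and SEC61A1 one of 1.79 (1.64 to 1.96), while SEC61G had 0.296 (0.234 to 0.372) and SSR3 0.474 (0.444 to 0.505). Of 37 PERK and ATF4 targets, 1 was higher and 5 were lower (median -0.08, percentile 31.0), with the serine synthesis gene PSAT1 at 0.427 (0.391 to 0.466) and the stress-induced cytokine gene GDF15 at 1.73 (1.67 to 1.80). Of 23 interferon response genes, 2 were higher and 0 lower (median 0.24, percentile 98.9), with MX1 at 1.75 (1.31 to 2.34). AFP, the gene of alpha-fetoprotein, had 9099 counts in siControl and 3263 in siQRICH1, a ratio of 0.465 (0.446 to 0.484), while the coagulation factor gene F5 had one of 1.86 (1.49 to 2.33). CCL20 had a ratio of 0.426 (0.378 to 0.480), SOD2 one of 0.501 (0.453 to 0.553) and IL32 one of 1.67 (1.49 to 1.88). Of the 16 measured TGF-beta response genes, 2 were higher and 4 lower (median -0.23, percentile 8.52), with ID1 at 0.352 (0.258 to 0.473) and ID3 at 0.358 (0.285 to 0.447) against SMURF1 at 1.57 (1.07 to 2.30) and SKI at 1.37 (1.13 to 1.65). Of the 19 measured YAP and TEAD targets, 1 was higher and 4 were lower (median -0.06, percentile 47.4), with AJUBA at 0.578 (0.474 to 0.701) and MYOF at 1.56 (1.28 to 1.90). Of 8 Wnt targets 2 were lower and 0 higher (median -0.45, percentile 8.49). Of 6 Notch targets 2 were lower and 1 was higher (median -0.02, percentile 51.8), with HES1 at 0.474 (0.402 to 0.557) and HES4 at 2.03 (1.66 to 2.49).

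Transcripts of some proteins that the paper assays, and of related genes, were counted in these libraries. USP1, which lies on chromosome 1 of GRCh38 from 62436395 to 62451804, had 451 counts in siControl and 208 in siQRICH1, a ratio of 0.598 (0.505 to 0.706). The paper reports lower USP1 in QRICH1-depleted cells by qRT-PCR and on protein. Of the 13 deubiquitinases of Table 3, 3 of 11 measured were lower and 0 higher, with a median log2 ratio of -0.06 at percentile 45.1. USP37 had a ratio of 0.416 (0.276 to 0.614) and USP27X one of 0.259 (0.0775 to 0.689). Of 18 measured partners of USP1 and genes of the Fanconi anemia pathway, 6 were lower and 0 higher, while the median log2 ratio was 0.00 at percentile 65.6. PCNA, a replication clamp, had a ratio of 0.373 (0.211 to 0.629). GJA1, which encodes Connexin43, had 484 counts in siControl and 371 in siQRICH1, a ratio of 0.994 (0.865 to 1.14). CDH1 had a ratio of 0.920 (0.669 to 1.26), CDH2 one of 0.967 (0.820 to 1.14), VEGFA one of 0.926 (0.777 to 1.10) and TJP1, which encodes ZO-1, one of 0.817 (0.710 to 0.939). On protein, the paper reports higher E-cadherin and Connexin43 and lower N-cadherin, VEGF and ZO-1 in QRICH1-depleted cells, and lower PCNA in xenograft tumors. Transcript counts do not check these protein results. The reference genes ACTB and GAPDH had ratios of 0.895 (0.841 to 0.952) and 1.03 (0.986 to 1.07).

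Ratios differed with the GC content of the 3' UTR, with a Spearman correlation of 0.257 across genes, which are not independent replicates. The median log2 ratio was -0.19 in the fifth of genes with the lowest GC content and 0.22 in the fifth with the highest. Markers of other cell types were mostly below a mean count of 10: 4 of 16 of stellate cells and fibroblasts, 2 of 15 of endothelium, 2 of 18 of leukocytes and 7 of 12 of cholangiocytes and progenitors reached it. Mitochondrial genes went both ways, with ND5 at 1.32 (1.30 to 1.35) and COX2 at 0.820 (0.809 to 0.832).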
